A study of Mus musculus with 8 samples. Its data were reported in "Autocrine TGF-β-positive feedback in profibrotic AT2-lineage cells plays a crucial role in non-inflammatory lung fibrogenesis" (2023).

How the data were processed

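Organoids were cultured from AT2 cells of male mice. Treated and untreated organoids came from 4 independent mice in the study, but the labels do not tie a replicate number to a mouse. RNA was isolated with ISOGEN, and stranded mRNA libraries were made from total RNA. The submitters' processing notes name Trim Galore 0.6.5, HISAT2 2.2.1, StringTie 2.1.4 and edgeR 3.32.1 with genome build GRCm39 (mm39), and give no order. How StringTie output became counts, the annotation release and the strand setting are not given in the sources used here. The authors deposited a table of whole-number read counts for 26264 gene symbols in all 8 libraries, with no rows for unassigned reads. They also deposited a table of their edgeR comparison. Its expression columns hold a signal made by the authors by scaling CPM with normalization factors, so that column sums deviate by up to 1.88% from those of unscaled CPM. The same deposited table gives log2 fold changes and mean log2 CPM, a likelihood ratio statistic (a score), and p-values with FDR. Its log2 fold changes are CTRL over BLM, as found by comparing their sign with the counts, and were turned round here. All results come from the count table except where the authors' deposited table is named.

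Groups were taken from the labels, with 4 libraries each. Within-group pairs of libraries were compared by a chi-square statistic over genes with at least 20 summed counts; its mean per gene ranged from 8.76 to 60.7, so no 2 libraries agreed within sampling noise. Genes were filtered with filterByExpr (minimum count 10), which left 14538, and libraries were scaled by TMM factors between 0.981 and 1.02. The groups were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with the group as the only term. Adjusted p is Benjamini-Hochberg over the tested genes and the threshold 0.05. The standard error of a log2 fold change was its absolute value over the square root of F, and 95% bounds used the t quantile with the total degrees of freedom of the fit (11.2). CPM are TMM-scaled. The common biological coefficient of variation was 0.123. Totals of at least 52543130 counts per library leave the spread between libraries, not counting error, as the main limit for well-expressed genes. Tested on simulated counts with 200 genes changed among 14557 tested in the BLM against CTRL design, the fit recovered 98.5% of genes changed 1.5-fold and 100% of those changed 2-fold or 4-fold, and 2.5% of its 204 calls were false. The simulation gave every gene the same spread between libraries and changed only genes with a mean log2 CPM of at least 0. It held no outlying library and far fewer changed genes than were called in the data, so these rates may not carry over.

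A set of 28 gene lists was fixed before the data were examined. The competitive test camera (limma 3.58.1) with a preset inter-gene correlation of 0.01 was applied to the 27 lists with at least 3 tested members, and 16 passed an adjusted p of 0.05; the p53 targets alone also passed with an estimated correlation. The list of mitochondrially encoded genes and their share of counts were not analysed here, since 0 symbols of that kind are in the table. Marker lists describe bulk RNA, and no cell was classified. Named genes followed a rule also fixed before: a panel of genes the study speaks of; the 6 largest rises and 6 largest falls among genes past the threshold with a mean log2 CPM of at least 3 and groups that did not overlap, leaving out predicted and Rik symbols; and for each list described, up to 3 members past the threshold in the majority direction and 1 in the other, with a mean log2 CPM of at least 0. Library measures were compared by two-sided exact permutation over 70 assignments.

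Alternatives comprised RLE scaling and none; no filter and a filter of 1 CPM in 4 samples; DESeq2 1.42.0, limma-voom and the edgeR likelihood ratio test; the replicate number as a block, also with the likelihood ratio test; leaving out each library; stricter thresholds; the estimated correlation and the rotation test fry for lists; and the top 10 and top 200 genes in the share of counts. For DESeq2, limma-voom and the likelihood ratio test, lists were tested with camera on the values, not the ranks, of the gene statistics of that tool. Transcript length, GC content and gene span came from GENCODE M21 on GRCm38, a different assembly from the authors', and were used by symbol for 97.3% of tested genes; no coordinates were taken from it. A fold against a group at 0 counts was computed against 3 counts over the group.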

Results

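Gene expression was measured by bulk RNA sequencing in mouse alveolar organoids, 3-dimensional cultures grown without feeder cells from alveolar type 2 (AT2) cells, the surfactant-producing progenitors of the lung alveolus. The starting cells carried GFP as a lineage label, switched on by tamoxifen in cells using the Sftpc promoter (Sftpc-creERT2; Rosa26-mTmG mice), and were isolated by flow sorting for it. Of 8 libraries, 4 came from organoids left untreated (CTRL) and 4 from organoids treated with 100 µM bleomycin (BLM), a drug that breaks DNA strands, both labelled 48 h. From which step the 48 h are counted is not given in the sources used here, and for other organoid assays the study describes a shorter exposure with sampling some time after it. The comparison addresses which genes change in AT2-lineage cells after DNA damage. Total counts ranged from 52543130 to 62101791 per library. They averaged 59196326 ± 3296384 in CTRL and 56314920 ± 4231296 in BLM (SD, n = 4 each), a difference within the spread of the libraries (two-sided exact permutation p = 0.286). Detected genes numbered 15492 ± 132 in CTRL and 15809 ± 169 in BLM (SD, n = 4 each; two-sided exact permutation p = 0.0286, the smallest that 70 assignments allow, and 0.0857 after adjustment over 3 library measures). The 50 most abundant genes took 12.5% ± 0.195 of counts in CTRL and 12.8% ± 0.272 in BLM (SD, n = 4 each; two-sided exact permutation p = 0.143), and the top 10 genes took 5.02% ± 0.124 and 5.42% ± 0.108 (SD, n = 4 each; two-sided exact permutation p = 0.0286).

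Bleomycin was accompanied by broad changes in both directions. Of 14538 genes tested, 3495 were higher and 3460 lower in BLM than in CTRL (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 944 and 548 of these differed by more than 1 on the log2 scale. The first principal component held 82.4% of the variance and separated the 2 groups. BLM replicate 1 stood apart from the other 3 BLM libraries along the second component (5.74%). It also lay nearer to CTRL along the first, at 19.5 against 31.2 to 32.3 in the other BLM libraries. Without BLM replicate 1, 3726 genes were higher and 3801 lower. Over all 14538 genes tested, whether past the threshold or not, all 4 libraries of one group lay above all 4 of the other for 6567, or 45.2%, where chance gives 2.86%. The 6 largest rises among well-expressed genes were those of Ly6d, Igfbp4, Enpp1, Gdf15, Padi3 and Gcnt1. Ly6d, a surface protein of stratified epithelia, went from 2.17 ± 0.594 to 68.0 ± 19.5 normalised CPM, which are counts scaled to library size (mean ± SD, n = 4 each). Igfbp4, a secreted binding protein of insulin-like growth factors, rose by 4.03 ± 0.245 on the log2 scale (± SE), Enpp1 by 4.01 ± 0.190, Padi3 by 3.93 ± 0.234 and Gcnt1 by 3.68 ± 0.267. The 6 largest falls were those of Krt79 (log2 fold change −3.56 ± 0.195), Fbn2 (−3.26 ± 0.431), Cdh16 (−3.11 ± 0.184), Tafa4 (−2.99 ± 0.257), Myh6 (−2.85 ± 0.123) and Gpc3 (−2.84 ± 0.155). Fbn2 in BLM replicate 1 was 25.01 CPM, against 4.63 to 7.20 in the other BLM libraries and 103 ± 9.90 in CTRL, and its log2 fold change without that library was −4.12.

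**Figure D1:**
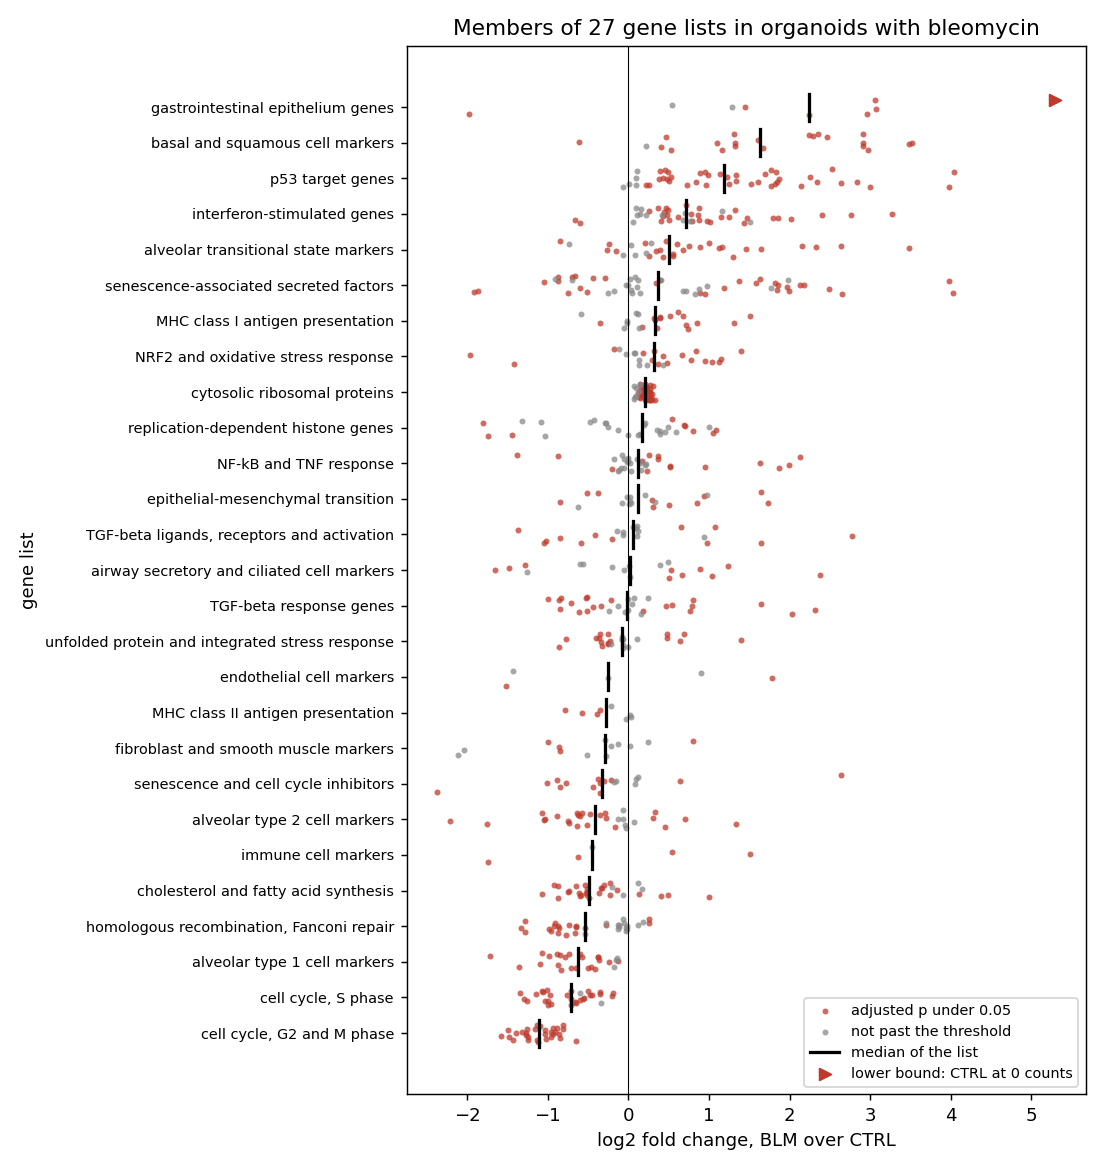
Log2 fold change, BLM over CTRL (x axis), of the tested members of 27 gene lists (y axis), with 1 point per gene, red where the adjusted p was under 0.05 and grey otherwise, a black bar at each list's median and a triangle at the lower bound for Tff2, which had 0 counts in CTRL. The lists run from the G2 and M phase genes at a median of −1.11 to the gastrointestinal genes at 2.24. The latter rests on 9 tested genes of 21 in the list. It was 1.45 under the filter of 1 CPM in 4 samples, 3.06 without a filter and 3.11 with limma-voom.

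Target genes of p53, the transcription factor activated by DNA damage, rose together. Of 44 measured members 39 rose and 0 fell, with a median log2 fold change of 1.18 (camera adjusted p = 6.0e-62, and 0.0068 with an estimated correlation); adjusted over the list alone the count was also 39. Cdkn1a, which encodes the cell cycle inhibitor p21, went from 137 ± 14.2 to 854 ± 107 CPM (SD, n = 4 each). Mdm2, the ubiquitin ligase that restrains p53, rose by 0.84 ± 0.071 on the log2 scale, the pro-apoptotic gene Bax by 1.22 ± 0.057 and Gadd45a by 0.38 ± 0.085. The members with the largest rises were Ano3 (4.04 ± 0.315), the secreted stress factor Gdf15 (3.97 ± 0.149) and the pro-apoptotic gene Pmaip1 (2.997 ± 0.183). Trp53 itself had a log2 fold change of −0.18 ± 0.069 with an adjusted p of 0.0540, just above the threshold. The adjusted p of Trp53 lay under the threshold with RLE scaling (0.0499), the stricter count filter (0.0478), DESeq2 (0.0374), the edgeR likelihood ratio test (0.0445) and the replicate number as a block (0.0379), and without CTRL replicate 1 (0.0222) or BLM replicate 2 (0.0478). Cdkn2a, which encodes p16 and p19, had a log2 fold change of 0.10 ± 0.130 (adjusted p = 0.565).

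Cell cycle genes fell. All 30 measured genes of the G2 and M phases fell, with a median log2 fold change of −1.11 (camera adjusted p = 2.9e-31, and 0.260 with an estimated correlation), and so did 28 of 30 S phase genes, or 30 adjusted over the list alone (median −0.71; camera adjusted p = 2.5e-14, and 0.260 with an estimated correlation). The proliferation marker Mki67 went from 341 ± 36.8 to 144 ± 18.5 CPM (SD, n = 4 each). The mitotic transcription factor Foxm1 had a log2 fold change of −1.58 ± 0.067, the kinesins Kif23 and Kif11 −1.49 ± 0.067 and −1.48 ± 0.094, the S phase transcription factor E2f1 −1.35 ± 0.051, the DNA polymerase subunit gene Pole −1.29 ± 0.117 and the cyclin Ccne2 −1.26 ± 0.238. Of 33 genes of homologous recombination and the Fanconi pathway, which repair DNA breaks and crosslinks, 17 fell and 2 rose, or 19 and 2 adjusted over the list alone (median −0.54; camera adjusted p = 1.8e-04, and 0.260 with an estimated correlation). Fancb (−1.33 ± 0.167), Rad54b (−1.29 ± 0.122) and Fanca (−1.29 ± 0.084) were among the falls, and Atr, a DNA damage kinase, rose by 0.25 ± 0.071.

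Markers of both alveolar cell types were lower. Of 30 AT2 markers 19 fell and 5 rose, the same counts adjusted over the list alone (median −0.41; camera adjusted p = 4.8e-07, and 0.260 with an estimated correlation). Sftpc, which encodes surfactant protein C, went from 574 ± 55.3 to 274 ± 99.0 CPM (SD, n = 4 each), and BLM replicate 1 held 422 CPM against 216 to 233 in the other BLM libraries. Sftpa1 fell by 0.63 ± 0.050 and Abca2 by 0.16 ± 0.043 on the log2 scale, while Sftpb, the most abundant of these transcripts at 9393 ± 760 CPM in CTRL and 8990 ± 341 in BLM (SD, n = 4 each), had a log2 fold change of −0.06 ± 0.051 (edgeR adjusted p = 0.340). Without CTRL replicate 1 the adjusted p of Sftpb was 0.0232. Hc and S100g had the largest falls (−2.21 ± 0.084 and −1.75 ± 0.077), and Dlk1 rose by 1.33 ± 0.299. Of 26 markers of alveolar type 1 (AT1) cells, the flat gas-exchange cells, 23 fell and 0 rose, the same counts adjusted over the list alone (median −0.63; camera adjusted p = 3.8e-08, and 0.301 with an estimated correlation). These included Pdpn (−0.38 ± 0.087), Hopx (−0.38 ± 0.070), Ager (−0.50 ± 0.083), Rtkn2 (−1.72 ± 0.301), Sec14l3 (−1.36 ± 0.184) and Col4a4 (−1.09 ± 0.196). The mean of the AT1 markers in BLM replicate 1 was 8.44 on the log2 CPM scale, against 8.09 to 8.10 in the other BLM libraries.

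**Figure D2:**
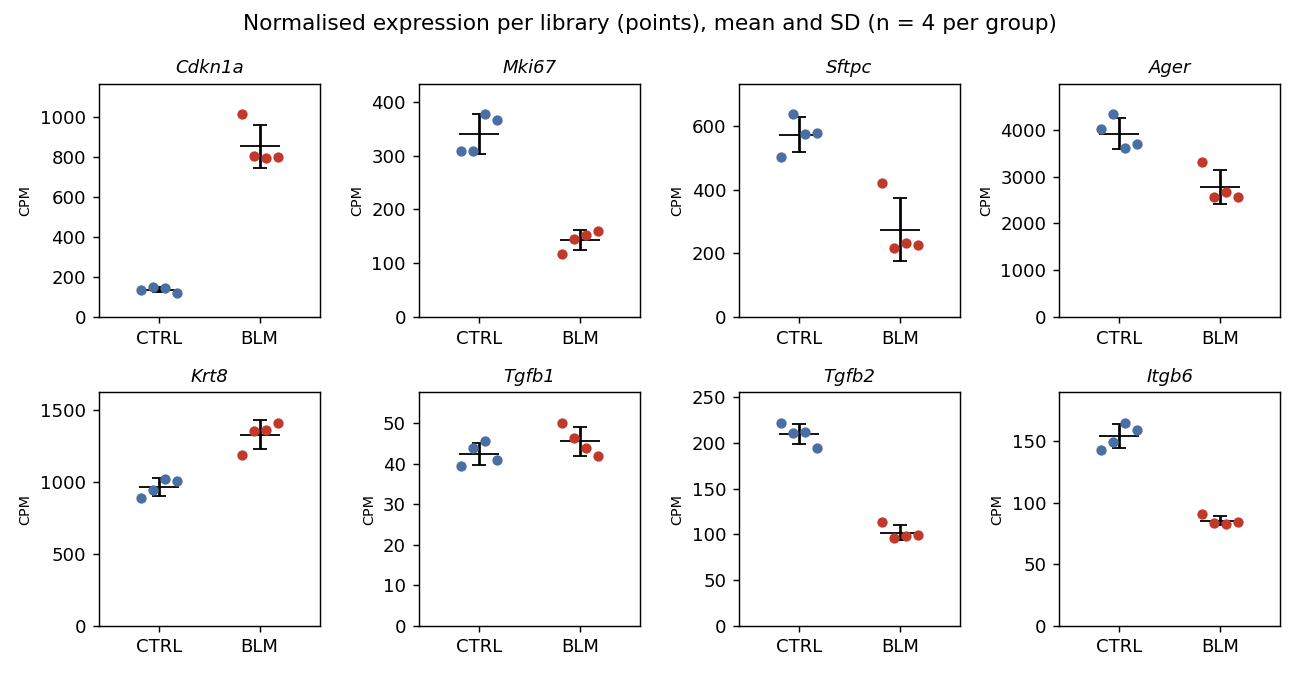
Normalised CPM (y axis, from 0) of 8 genes in the 4 CTRL and 4 BLM libraries (x axis), with 1 point per library and bars for the mean and SD. Cdkn1a averaged 137 CPM in CTRL and 854 in BLM, Tgfb2 averaged 210 and 102, and the groups overlapped for Tgfb1.

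Markers of the transitional state between AT2 and AT1 cells, a list that shares 8 members with other lists, were mostly higher. Of 32 members 22 rose and 4 fell, the same counts adjusted over the list alone (median 0.51; camera adjusted p = 6.2e-09, and 0.260 with an estimated correlation). The median of this list was 0.35 once a trend with transcript length and GC content was removed. Krt8 went from 966 ± 61.9 to 1331 ± 98.4 CPM (SD, n = 4 each), and Cldn4 rose by 1.13 ± 0.052 on the log2 scale. Sprr1a (3.49 ± 0.169), Cdkn1a (2.64 ± 0.098) and Gsto1 (2.33 ± 0.150) had the largest rises, and Itgb6 fell. Sprr1a was 137 CPM in BLM replicate 1 and 226 to 243 in the other BLM libraries.

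Genes of basal and squamous epithelia rose alongside. Of 22 measured members 20 rose and 1 fell, the same counts adjusted over the list alone (median 1.64; camera adjusted p = 5.1e-14, and 0.260 with an estimated correlation). Lgals7 (3.51 ± 0.490, and 4.38 without CTRL replicate 1), the cornified envelope gene Sprr1a (3.49 ± 0.169) and the keratin Krt6b (2.98 ± 0.224) had the largest rises, and the transglutaminase Tgm1 fell (−0.61 ± 0.099). Reads of Krt6b and of the Sprr family may be divided among close paralogs by the counting, so their single values are uncertain. The rises differed widely between keratins, in genes picked after their values were seen. Krt15 went from 85.4 ± 5.80 to 645 ± 167 CPM and Krt5 from 425 ± 71.5 to 563 ± 61.2 CPM (SD, n = 4 each), with log2 fold changes of 2.92 ± 0.174 and 0.41 ± 0.113, and Krt17 had one of 0.22 ± 0.117 (edgeR adjusted p = 0.148). Krt15 was 396 CPM in BLM replicate 1 and 694 to 747 in the other BLM libraries.

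Genes of the TGF-β system moved in both directions at this single time point. Of 21 measured ligands, receptors and activators 5 rose and 7 fell, also when adjusted over the list alone (camera adjusted p = 0.365, and 0.569 with an estimated correlation); the median (0.06) and mean (0.13) log2 fold changes were above 0, while the test leaned down. Tgfb2 went from 210 ± 11.3 to 102 ± 8.10 CPM and Itgb6, the integrin subunit that pairs with Itgav to activate latent TGF-β, from 154 ± 9.88 to 85.3 ± 3.61 CPM (SD, n = 4 each). Their log2 fold changes were −1.04 ± 0.064 and −0.85 ± 0.055. Those of Tgfb1 (0.10 ± 0.068; adjusted p = 0.237), Tgfb3 (0.12 ± 0.066; adjusted p = 0.156) and Itgav (0.11 ± 0.055; adjusted p = 0.115) did not pass the threshold. Their upper 95% bounds were 0.252, 0.266 and 0.233. Without BLM replicate 1 the adjusted p of Tgfb3 was 0.0131, with a log2 fold change of 0.18. The latent TGF-β binding protein genes diverged, with Ltbp1 rising by 2.77 ± 0.169 and Ltbp2 by 1.08 ± 0.17, and Ltbp3 falling by 1.02 ± 0.074. Of 30 TGF-β response genes 9 rose and 12 fell, also when adjusted over the list alone (median −0.02, or 0.012 without scaling and 0.015 without CTRL replicate 3, mean 0.07; the test leaned up, camera adjusted p = 0.504, and 0.585 with an estimated correlation). Tgfbi rose by 2.32 ± 0.141, Col1a1 (−0.87 ± 0.171) and Tagln (−0.998 ± 0.365) fell, and Ccn2, a TGF-β and YAP target, fell by 0.51 ± 0.151. Col1a1 rests on about 6.26 CPM in CTRL and 3.43 in BLM, and Tagln on about 4.48 and 2.24. Tagln lost its call (adjusted p up to 0.110) without CTRL replicate 1, 2, 3 or 4 or BLM replicate 2, 3 or 4, had a log2 fold change of −1.63 without BLM replicate 1, and Ccn2 without CTRL replicate 1 (adjusted p = 0.0510) or BLM replicate 3 (adjusted p = 0.0505). The growth factor genes Areg (0.89 ± 0.118), Pdgfc (1.84 ± 0.171) and Tgfa (0.40 ± 0.046) rose; the study picked these, Ltbp2 and Cdkn1a from the same libraries, so their direction is not independent evidence.

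Secreted factors linked to senescence, the stable cell cycle arrest that follows damage, were mixed. Of 52 measured members 19 rose and 12 fell, or 20 and 12 adjusted over the list alone (median 0.37; camera adjusted p = 0.0074, and 0.279 with an estimated correlation). The median of this list was 0.15 under the 1 CPM filter, 0.23 without CTRL replicate 2, 0.25 without BLM replicate 4 and 0.22 once a trend with transcript length and GC content was removed. Igfbp4 and Gdf15, given above, and the protease gene Plat (2.65 ± 0.121) rose most, while Igfbp7 fell by 1.92 ± 0.083. Of 18 genes grouped as senescence markers and cell cycle inhibitors, 11 fell and 2 rose, or 13 and 2 adjusted over the list alone (median −0.32; camera adjusted p = 0.0398, and 0.260 with an estimated correlation; 0.161 without BLM replicate 1). The members that fell included Uchl1 (−2.37 ± 0.273), the cell cycle inhibitor Cdkn2c (−1.01 ± 0.093) and Lmnb1 (−0.89 ± 0.073), a nuclear lamina gene known to be lost in senescent cells. The list mixes cell cycle inhibitors with genes lost in senescent cells, so the direction of its test does not measure senescence. The 2 that rose were Cdkn1a (2.64 ± 0.098) and, named after its value was seen, the cell cycle regulator Rb1 (0.64 ± 0.079).

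Interferon-stimulated genes and the MHC class I pathway were higher. Of 43 measured interferon-stimulated genes 29 rose and 2 fell, or 32 and 2 adjusted over the list alone (median 0.72; camera adjusted p = 1.1e-05, and 0.425 with an estimated correlation). Among members with a mean log2 CPM of at least 0, Zbp1 (3.27 ± 0.604), Mx1 (2.40 ± 0.218) and Oas3 (2.01 ± 0.470) rose most, and Ifit2 fell by 0.66 ± 0.099. Zbp1 rests on about 0.40 CPM in CTRL and 3.89 in BLM, and Oas3 on about 0.42 and 1.68. Of 23 MHC class I genes 15 rose and 1 fell, or 15 and 2 adjusted over the list alone (median 0.33; camera adjusted p = 5.7e-04, and 0.356 with an estimated correlation), among them Nlrc5 (1.51 ± 0.353), the peptide transporter Tap1 (1.31 ± 0.049) and H2-T23 (0.85 ± 0.082), whose reads may be shared with related H2 genes; Calr fell by 0.35 ± 0.056. Nlrc5 rests on about 0.82 CPM in CTRL and 2.33 in BLM. Lipid synthesis genes were lower. Of 31 cholesterol and fatty acid synthesis genes 23 fell and 4 rose, or 23 and 5 adjusted over the list alone (median −0.49; camera adjusted p = 3.8e-08, and 0.279 with an estimated correlation). Insig1 (−1.07 ± 0.060), Idi1 (−0.93 ± 0.088) and Stard4 (−0.88 ± 0.049) fell most, and Elovl6, a fatty acid elongase gene, rose by 1.004 ± 0.115.

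BLM replicate 1 did not move like the other 3 BLM libraries in every gene group. Each gene with an absolute log2 fold change over 1 and a mean log2 CPM of at least 3 was placed as a fraction of the way from the CTRL mean to the mean of the other 3 BLM libraries. In BLM replicate 1 the median fraction was 1.12 for the 22 p53 target genes that met these limits and 1.16 for 19 G2 and M phase genes, against 0.563 for 5 of the 30 AT2 markers, 0.551 for 10 of the 32 transitional markers and 0.484 for 13 of the 22 basal and squamous genes.

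**Figure D3:**
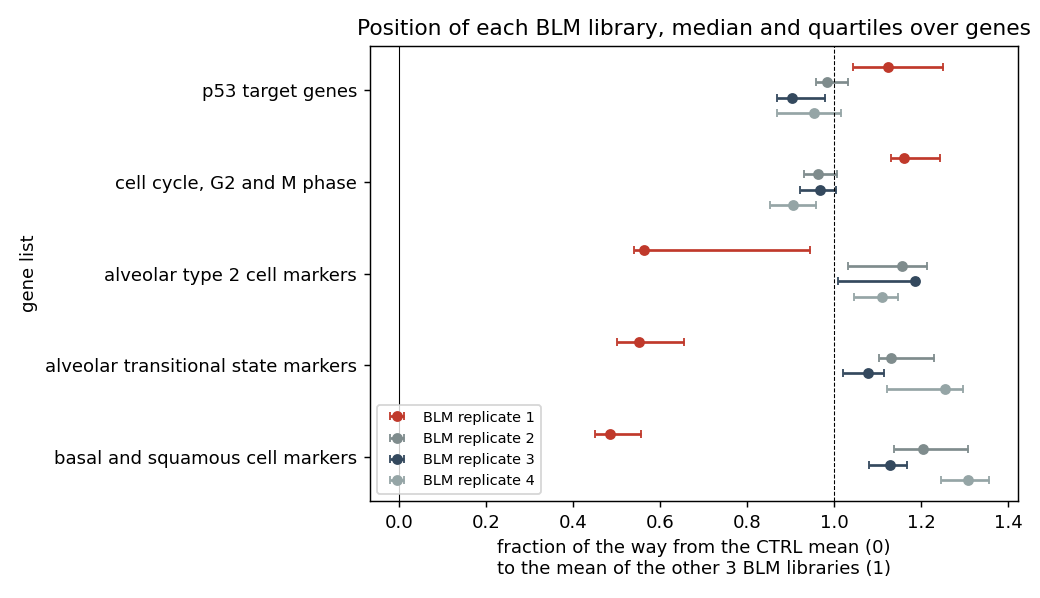
Median and quartiles, over the genes of 5 lists with an absolute log2 fold change over 1 and a mean log2 CPM of at least 3 (y axis; 22 p53, 19 G2 and M phase, 5 AT2, 10 transitional and 13 basal genes), of the fraction of the way from the CTRL mean (0) to the mean of the other 3 BLM libraries (1) in each BLM library (x axis). BLM replicate 1 had a median of 1.12 for p53 target genes and 0.484 for basal and squamous genes; the mean against which each of the others is placed includes BLM replicate 1, which moves them the opposite way.

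In the authors' deposited table of their own edgeR comparison, 3119 genes were higher and 3050 lower in BLM at an FDR under 0.05, a threshold applied here and not given with that table. Of these, 2997 and 2989 were also called here in the same direction, and 0 genes were called in opposite directions. The rest of the 3495 higher and 3460 lower genes called here did not pass in the authors' table. Among the named genes these were Ager (authors' likelihood ratio test FDR 0.0883), Rpl23 (0.0550), Rplp0 (0.331) and Rps20 (0.0666).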

Values the study reported

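The study identified 329 genes that were both bound by p53 and raised by bleomycin in its RNA-seq data. It stated that Trp53 expression did not change and that Sftpc, Abca2, Pdpn and Hopx decreased. For its pathway analysis it used 2677 genes significantly higher in treated organoids.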

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

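The tests of a wrong label and of depth below were chosen after the result was seen. A library was picked out where its gap to the nearest library of its group exceeded the 95% critical value of Dixon's test for 4 values, as a share of the group's range. Of 248 groups of 4 values tested, 18 were picked out, where chance gives about 12.4, and 17 of the 18 were BLM replicate 1. In that library the values were higher than in the other 3 BLM libraries for Cdkn1a (1015 CPM against 796 to 806), Sftpc (422 against 216 to 233), Hopx (852 against 769 to 771), Ager (3308 against 2557 to 2673), Tgfb2 (114 against 96.4 to 98.9), Ccn2 (143 against 96.0 to 101), Fbn2 (25.01 against 4.63 to 7.20), Rtkn2 (75.8 against 28.3 to 33.6), Sec14l3 (323 against 191 to 208), Col4a4 (380 against 184.5 to 207), Calr (622 against 563 to 570.2) and Tagln (4.61 against 1.29 to 1.65). They were lower for Tgfb3 (76.4 against 89.6 to 91.2), Sprr1a (137 against 226 to 243) and Mt2 (12.9 against 18.5 to 19.5). The mean log2 CPM of the AT1 markers was 8.44 against 8.09 to 8.10, and that of the MHC class I genes 5.64 against 5.77 to 5.78. The remaining value was Nlrc5 in CTRL replicate 3, at 1.54 CPM against 0.543 to 0.624.

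BLM replicate 1 lay nearer to CTRL than the other BLM libraries did. Over called genes with an absolute log2 fold change over 1 and a mean log2 CPM of at least 3, each gene was placed as a fraction of the way from the CTRL mean to the mean of the other 3 BLM libraries. RNA of CTRL organoids in this library would place all genes at a common fraction, but the median was 1.12 for 22 p53 targets and 0.73 for the other 555 genes, a difference of 0.39 (permutation p = 0.0001, the smallest that 10000 draws can give; genes are not independent). The p53 median of 1.12 also argues against a CTRL library with a wrong label, and its total of 58411314 counts, within the 52543130 to 61256691 of the other 3, against lower depth. The medians were 1.16 for 19 G2 and M phase genes, 0.56 for 5 AT2 markers, 0.55 for 10 transitional markers and 0.48 for 13 basal and squamous genes that met the same limits. The design names no group that sets this library apart, and no biological explanation was tested.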

How the results depend on the processing

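The replicate block (the replicate number as a term) gave 3503 higher and 3542 lower genes, and 3624 and 3616 with the likelihood ratio test, and changed no list's call. Same-numbered libraries correlated at 0.187, −0.167, 0.048 and 0.145 in their deviations from the group means, and 1 of 4 CTRL libraries correlated best with its own number, so the numbers were not taken as pairs. Leaving out 1 library gave 3058 to 3726 higher and 3047 to 3801 lower genes. Without scaling factors 3942 were higher and 3098 lower, a less even balance. At an absolute log2 fold change over 1 the counts were 944 and 548, by construction. No gene past the threshold was called in the opposite direction under another setting or without 1 library, and the cause of the other changes was not tested. Medians of some lists that did not pass changed sign, among them for histone genes from 0.17 to −0.18 without a filter, for TGF-β responses from −0.02 to 0.012 without scaling and 0.015 without CTRL replicate 3, and for immune markers from −0.45 to 0.54 under the 1 CPM filter. With an estimated correlation, all 16 list calls but that of the p53 targets were lost, at adjusted p of 0.260 for S phase, G2 and M phase, recombination repair, AT2, transitional, senescence inhibitor, basal and gastrointestinal genes, 0.301 for AT1, 0.279 for senescence-secreted and lipid synthesis, 0.425 for interferon, 0.356 for MHC class I, 0.569 for NRF2 and 0.608 for ribosomal genes. The self-contained test fry, which does not compare a list with other genes, gave 0.0177 for TGF-β ligands and activators, 0.0067 for TGF-β responses, 0.0187 for MHC class II, 0.0067 for NF-kB, 0.0011 for epithelial-mesenchymal, 0.0120 for unfolded protein, 0.0442 for airway and 8.0e-04 for fibroblast genes. The senescence inhibitor list lost its call without scaling (0.0517), under the 1 CPM filter (0.0514), DESeq2 (0.0983) and limma-voom (0.0742), and ranged from 0.0171 to 0.161 without 1 library (0.161 without BLM replicate 1). The gastrointestinal list lost it without scaling (0.0653), without a filter (0.0580), under the 1 CPM filter (0.179, median 1.45), DESeq2 (0.0983), the likelihood ratio test (0.0545) and limma-voom (0.0579), and ranged from 0.0265 to 0.118 without 1 library, lost without CTRL replicate 3 or BLM replicate 1, 2 or 4. MHC class II ranged from 0.0131 to 0.120, past the threshold without CTRL replicate 1 or 2, and airway genes from 0.0491 (without CTRL replicate 4) to 0.389. Histone genes passed under the 1 CPM filter (0.0278). The difference in detected genes ranged from 253 to 379 without 1 library, losing its exact p under 0.05 without any 1 CTRL library (0.0571), and that in the top 50 share from 0.207 to 0.425 percentage points, past the threshold without BLM replicate 1; for the top 10 genes it was 0.408, with an exact permutation p of 0.0286, the smallest possible, and for the top 200 genes 0.3801 (exact permutation p = 0.171). Gsta1 and Tagln lost their calls under several settings. Pairs of libraries within a group differed by a mean chi-square per gene of 8.76 to 60.7, so their spread exceeded counting error on average at these depths.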

Other observations

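Of 25 genes of the NRF2 and oxidative stress response 14 rose and 3 fell, or 16 and 3 adjusted over the list alone (median 0.32; camera adjusted p = 0.0176, and 0.569 with an estimated correlation). The mean log2 CPM of this list in BLM replicate 1 was 6.70, within the 6.60 to 6.76 of the CTRL libraries, against 7.001 to 7.082 in the other BLM libraries; without that library the camera adjusted p was 2.7e-04, and it ranged from 2.7e-04 to 0.0382 over the libraries left out. The cystine transporter gene Slc7a11 rose by 1.40 ± 0.25 and the glutathione peroxidase gene Gpx2 by 1.145 ± 0.096 on the log2 scale, while the metallothionein gene Mt2 fell by 1.96 ± 0.132. Gsta1 rose by 1.13 ± 0.349 but rests on about 1.45 and 3.18 CPM and lost its call under the replicate block (adjusted p = 0.0571), limma-voom (0.0748) and without CTRL replicate 2 or BLM replicate 2 or 4. Of 9 tested gastrointestinal genes 6 rose and 1 fell, or 7 and 1 adjusted over the list alone (median 2.24; camera adjusted p = 0.0471, and 0.260 with an estimated correlation; 0.118 without BLM replicate 1). Vsig1 went from 2.12 ± 0.760 to 17.6 ± 2.95 CPM and the gastric protease gene Ctse from 4.77 ± 0.894 to 1.21 ± 0.384 CPM (SD, n = 4 each). Hnf4a rose by 2.96 ± 0.735 (3.73 without CTRL replicate 2) and Anxa10 by 1.45 ± 0.310. Tff2 had 0 counts over the CTRL libraries and 114 over the BLM libraries, and was at least 39.1-fold higher.

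Other lists did not pass the camera test. The epithelial-mesenchymal list pools epithelial with mesenchymal genes, so a test of 1 common direction can miss opposed changes in it. Of 19 airway markers 7 rose and 3 fell (adjusted p = 0.203; 0.0491 without CTRL replicate 4), of 32 NF-kB genes 12 and 3 (0.203), of 20 epithelial-mesenchymal transition genes 7 and 3 (0.347), of 25 unfolded protein response genes 5 and 11 (0.218), and of 8 MHC class II genes 0 and 4 (0.0614; 0.0131 without CTRL replicate 1 and 0.0382 without CTRL replicate 2). Of 13 tested fibroblast markers 1 rose and 3 fell (0.425), of 5 endothelial markers 1 and 1 (0.782), of 5 immune markers 2 and 2 (0.75; median −0.45 while the test leaned up, and 0.54 under the 1 CPM filter) and of 30 histone genes 6 and 3 (0.704; median 0.17, mean −0.03, and a median of −0.18 without a filter). Adjusted over the list alone these counts were 7 and 4 for airway, 12 and 3 for NF-kB, 7 and 3 for epithelial-mesenchymal, 5 and 12 for unfolded protein, 0 and 4 for MHC class II, 1 and 2 for fibroblast, 1 and 1 for endothelial, 2 and 2 for immune and 5 and 0 for histone genes.

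The split of the 8 libraries into CTRL and BLM called 6955 genes, and 1 of the 35 splits, the real one, called as many. The highest other split called 1. A share of 1 in 35 is the smallest this test can give. The other splits mix both groups, which widens the spread within each side and keeps their calls low. A chance division of the libraries is therefore argued against at that resolution only. The tests of basal cells, of scaling, of read numbers and of ribosomal genes below were chosen after the result was seen.

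The rise of basal and squamous genes was set against a larger share of basal cells of 1 fixed kind, which would raise the members by 1 factor. Of 22 members 11 lay further than 0.5 plus 2 standard errors from the median of 1.64. Excluding this source required more than 0.5 of the members, so the test leaves it open, with Krt15, Krt6a and Krt5 the most abundant of those named at 645, 656 and 563 CPM in BLM. A trend with transcript length or GC content and the scaling of the libraries are argued against by medians of 1.598 after the trend was removed and at least 1.63 under other scalings. A larger share of basal cells and a change of expression within AT2-lineage cells may each account for the rise, and bulk RNA does not separate them here; the starting cells had been sorted by the AT2 lineage label.

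The lower Tgfb2 and Itgb6, with Tgfb1 and Tgfb3 not past the threshold, were set against 3 technical sources. Under other scalings the smaller of both falls was at most −0.82, and after the trend with length and GC content was removed it was −0.91, against −0.85 as reported. Too few reads to see a rise is argued against by upper 95% bounds of 0.252 and 0.266 for Tgfb1 and Tgfb3. The pattern may be a biological response of these organoids, which remains a hypothesis found and tested on the same data. Tgfb3 passed the threshold without BLM replicate 1 (log2 fold change 0.18). Quantitative PCR in the study gave TGF-β ligand and integrin genes as raised by bleomycin in normal organoids. For Tgfb2 and Itgb6 this is the opposite direction. The log2 fold changes of Tgfb1 (0.10), Tgfb3 (0.12) and Itgav (0.11) were above 0 here, the direction of the PCR, but did not pass the threshold. Beyond PCR, the study reported more ligand RNA and integrin protein in AT2-lineage cells of treated mice, and more phosphorylated SMAD2 in treated organoids. These libraries measure neither protein nor lung tissue. The study placed the PCR rise at a later culture day than p53 activation. It gives a culture day for its PCR of secreted factors, but the step from which the 48 h of these libraries are counted is not given in the sources used here. Whether the stages match cannot be told from this. A difference in timing was therefore not tested.

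Of 49 cytosolic ribosomal protein genes 42 rose and 0 fell, or 43 and 0 adjusted over the list alone (median 0.21; camera adjusted p = 0.0016, and 0.608 with an estimated correlation). Rpl23 (0.34 ± 0.048), Rplp0 (0.30 ± 0.047) and Rps20 (0.30 ± 0.054) rose most, and their counts are uncertain where reads are shared with pseudogenes. Once the trend with transcript length and GC content was removed the median was 0.035.

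It was asked whether long genes gave fewer transcripts in BLM, as strand breaks in long genes could cause. The median log2 fold change of 1621 genes over 100 kb was lower than that of 5560 genes under 20 kb by a difference of −0.12, and 1 of the 35 splits, the real one, gave one as large. Against the CTRL mean it was −0.15, −0.16 and −0.15 in BLM replicates 2, 3 and 4 but −0.062 in BLM replicate 1, short of the −0.1 required in each, and CTRL replicate 1 differed from the other CTRL libraries by 0.115. The hypothesis was therefore neither excluded nor borne out.

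Of the tested genes, 8 were at 0 in 1 library and at 5 CPM or more in another of the same group, 1 of them past the threshold and 0 among the named genes.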
